A study of Mus musculus with 20 samples. Its data were reported in "Colitis-induced upregulation of tumor necrosis factor receptor-2 (TNFR2) terminates epithelial regenerative signaling to restore homeostasis" (2023).

How the data were processed

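Colonic organoids (colonoids) are self-organising epithelial structures grown from crypts of the mouse colon in a gel matrix. Cultures from WT and Tnfr2-/- mice had been passaged several times, seeded through a mesh filter and collected on days 1, 2, 3, 5 and 7 counted from the last passage (days post-passage, DPP). Total RNA was extracted at each time point, and stranded mRNA libraries were sequenced as single-end reads. The series comprised 20 libraries in 10 groups, 1 group for each genotype and day, with 2 libraries per group. The libraries of each genotype came from 2 mice, and the replicate number in the labels was read as naming the mouse, so that each mouse contributed 1 library per day. Replicates were therefore separate animals within a day, while the 5 libraries of a mouse were repeated samples from the same animal. Treating all libraries of a genotype as independent can make p-values of genotype effects over several days too small. For contrasts within a mouse, such as late against early and the interaction, it can make them too large. For the genotype effects over several days and for the interaction, fits with the mouse as a correlated block and on mouse means, 2 mice against 2, were therefore made for the counts and for each named gene.

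According to the submitters' processing notes, reads were handled with CASAVA, pseudoaligned and quantified per transcript with kallisto against mm10 transcripts, and compared with sleuth. Pseudoalignment assigns a read to the set of transcripts it is compatible with and divides shared reads by a statistical model, so that near-identical transcripts can exchange reads. The deposited expression values are a signal per transcript, namely TPM (transcript abundance scaled to a fixed total) divided by a size factor per library by the authors. They sum to between 900655 and 1111080 per library. The same table holds the authors' p-values and q-values of a test of genotype per transcript. It also holds a deposited mean on the natural log scale, along with test statistics and variance terms made by the authors. The model behind that test was inferred from the values. Over 7397 transcripts, the share of variance left by the authors' deposited null model correlated with the share left by day as a linear term at a Pearson r of 0.9994, against 0.814 for day as a factor. This is a correlation across transcripts, which are not independent replicates. In the authors' deposited table, test results were given for 24041 transcripts, and 325 transcripts of 315 genes had a q-value under 0.05.

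The table held 113974 lines, of which 781 repeated another line with identical values and were dropped, leaving 113193 transcripts. There were 199 transcripts without a gene identifier, which held at most 0.0989% of the sum of any library and were left out. Values were summed per Ensembl gene. Of 35686 gene identifiers, 35150 (98.5%) matched the GENCODE M21 annotation of GRCm38, which was used for symbols and coordinates. Another 401 identifiers belonged to alternate loci of genes also listed on a main chromosome. For 166 of them the main gene had a mean value of at least 1, and 151 of those 166 held the value of the main gene within 1%, as when identical transcripts share their reads evenly. Each of these identifiers was therefore summed into the main gene of the same symbol. This left 35285 genes. No read counts were used here. The table gives no read depth for single libraries, because a size-factor-normalised signal keeps none, and the study states only an approximate number of reads for its samples. The deposited means of log counts, back-transformed to geometric means and so below ordinary means, summed to 2506571 normalised estimated counts over the 24041 tested transcripts. For 606 transcripts between 1800 and 2200 bases, 1 unit of the signal corresponded to a median of 3.71 such counts. Values of a few units therefore rest on few reads, and no counting interval is given, because the reads behind a value in a given library are not in the table.

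Values were analysed as log2(value + 1), with a pseudocount of 1, for the 13549 genes with a mean value of at least 1 over all libraries. Because of the pseudocount, log2 fold changes understate the change of genes with low values. Linear models were fitted with limma 3.58.1 in R 4.3.3, with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method across all genes tested. Genes with an adjusted p under 0.05 are called. The genotype effect over all days came from a fit of day as a factor plus genotype. All other comparisons were contrasts in 1 fit with a mean for each of the 10 groups: the genotype effect at each day, at the late days (mean of 5 and 7 DPP) and at the early days (mean of 1, 2 and 3 DPP), the difference between the late and early genotype effects (the interaction), and late against early within each genotype. The plan had assumed TPM or counts, and the rule for normalised values was applied to the signal. All tests are two-sided.

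The 9 gene lists tabulated by the study were tested with limma's camera, with its preset correlation between genes and Benjamini-Hochberg adjustment over the 9 lists. These were a fetal intestine list and lists for goblet, deep secretory, enteroendocrine, tuft and absorptive cells and for progenitors 1, 2 and 3. Between 95% and 100% of the symbols of each list were found, and 3 (tuft cell) to 293 (fetal intestine) genes per list passed the filter. Camera with an estimated correlation, camera on ranks and fry, which asks whether the genes of a list move on balance in 1 direction, were run as alternatives. Marker lists written in advance covered mesenchymal (20 genes), epithelial (12), immune (8, of which 2 were tested) and endothelial cells (5, of which 1 was tested), 4 Y-linked genes, and 12 genes that the study followed by name, Tnfrsf1b among them. The mesenchymal score of a library is the mean log2(value + 1) of the 20 mesenchymal genes. Near-identical transcripts were aligned with BLAST+ 2.17.0. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

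The groups, the comparisons, the tests, most alternatives and the genes to be named were fixed before the data were examined. The genes named are the 12 genes followed by the study, Tnfrsf1b among them, and those picked by size. Gm5900 and Gm13736 fall outside this rule and were named after their values were seen. For the genotype effect over all days, these were the 5 largest changes in each direction among called genes with the same sign at all 5 days. For late against early in WT, they were the 5 largest in each direction among called genes with the same sign in both mice. For the interaction, they were the 3 largest in each direction among such genes. The 5 called genes of lowest p within 10 Mb of Tnfrsf1b were added, and the members of a marker list where the list is reported. Predicted genes without an approved name were passed over in the picks by size.

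The alternatives were pseudocounts of 0.1 and 0.5, no filter, a minimum mean value of 5, median-ratio and quantile scaling, limma without trend or with a robust prior, values per transcript, other terms for day, the replicate number or the mouse as a block, mouse means, the mesenchymal score as a covariate, and leaving out each library and each mouse. Within a genotype, libraries with the same number were read as coming from the same mouse, which is what pairs them. Their deviations from the group means correlated between days at an r of 0.1 to 0.307 in WT and of -0.051 to 0.08 in Tnfr2-/- cultures. Over all genes the values thus show the pairing in WT and not in Tnfr2-/- cultures. There, the mean of the mesenchymal list was higher in mouse 2 on all 5 days, by 0.277 to 0.685, and that of the tuft cell list lower on all 5. The paired fit of late against early rests on the labels.

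The fits were tested on simulated data with 200 of the 13549 genes changed. For the genotype effect over all days, 81% of genes changed by a log2 of 1 and 95% of those changed by 2 were recovered, with 14 false calls. At single days, recovery was 26% to 34% for a log2 of 1 and 75% to 79% for a log2 of 2. For the late effect it was 56% and 88%, and for the interaction 46% and 82%. A simulated shift of 0.5 in 1 list was recovered in the late comparison, and none of the other 8 lists was called. The simulated noise was drawn independently for each gene and library. It held no correlation between genes of a list, estimated at up to 0.4545 in the real data, and none between libraries of a mouse. Recovery and false calls in the simulation therefore do not show those of the real data, where such correlations occur.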

Results

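To follow how loss of TNFR2, the receptor encoded by Tnfrsf1b, alters colonoid cultures as they mature, mRNA was sequenced from WT and Tnfr2-/- colonoids on 5 days post-passage (DPP), namely days 1, 2, 3, 5 and 7. There were 20 libraries, 2 per genotype and day, from 2 mice of each genotype. Values are size-factor-normalised TPM (transcript abundance scaled to a fixed total) summed per gene, here called normalised expression. Between 13016 and 13476 genes per library had a value of at least 1, and the 10 highest genes held between 7.34% and 12.03% of the sum. The table gives no read depth for single libraries, so no counting error is given for genes at a few units. The Pearson correlation between the 2 mice of a group, taken across genes, lay between 0.9227 and 0.9561. No pair of libraries was a duplicate. The SD of the log2 difference between the mice averaged 0.776 in WT and 0.657 in Tnfr2-/- cultures. Over the 5 days, 175 genes were called between the 2 WT mice and 3 between the 2 Tnfr2-/- mice. The first principal component held 22.8% of the variance and followed the day, and the second held 15%.

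**Figure D1:**
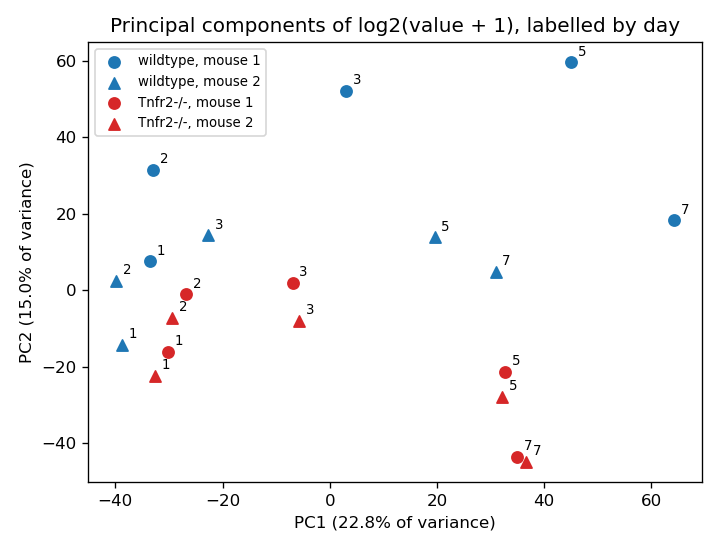
Principal components of log2 normalised expression in the 20 libraries, with PC1 (22.8% of variance) on the x axis and PC2 (15%) on the y axis, coloured by genotype, with the marker shape giving the mouse and the label the day. Libraries of 1 and 2 DPP lie at negative PC1 and those of 5 and 7 DPP at positive PC1, while at 5 and 7 DPP the WT libraries have positive and the Tnfr2-/- libraries negative PC2.

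The targeted gene was examined first in every library. Tnfrsf1b (ENSMUSG00000028599, chromosome 4, 145213463 to 145246870, minus strand, GRCm38) had a normalised expression of 15.3 ± 3.09 in WT (SD, n = 10) and 5.804 ± 2.84 in Tnfr2-/- cultures (SD, n = 10). In WT mouse 1 it was 18.98, 13.37, 11.14, 13.95 and 21.89 in order of day, and in WT mouse 2 it was 16.43, 15.05, 14.48, 13.61 and 14.2. In Tnfr2-/- mouse 1 it was 4.193, 4.056, 3.702, 8.077 and 7.841, and in Tnfr2-/- mouse 2 it was 2.714, 2.89, 5.516, 7.594 and 11.45. At every day both Tnfr2-/- libraries lay below both WT libraries. The log2 fold change over all days was -1.35 (SE 0.167, limma adjusted p 9.76e-05). It was called with the mouse as a correlated block (adjusted p 4.93e-04) and not on the means of 2 mice against 2 (0.120). By day it was -2.09 at 1 DPP (adjusted p 0.0066), -1.78 at 2 DPP (0.0270), -1.31 at 3 DPP (0.109), -0.74 at 5 DPP (0.211) and -0.83 at 7 DPP (0.204). Within Tnfr2-/- cultures the gene was higher late than early by a log2 of 1.02 (adjusted p 0.00191). The difference between the late and early genotype effects, 0.94, was not called over all genes (adjusted p 0.182). Reads assigned to Tnfrsf1b were therefore reduced in Tnfr2-/- libraries, not missing, and which exons they came from was not analysed here.

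Genotype effects over all days were estimated next, with day as a factor. Of 13549 genes, 1029 were called, 611 higher and 418 lower in Tnfr2-/- cultures. The alternative that moved this count most was the mean over days per mouse, 2 mice against 2, which called 7 genes, with 1520 at an unadjusted p under 0.05. With the mouse as a correlated block 543 genes were called, all of them among the 1029. The block used 1 correlation for all genes, estimated at 0.059 here and at 0.093 in the fit of the 10 groups. It therefore corrects little for a gene that differs widely between the mice of a genotype. The count was 146 without Tnfr2-/- mouse 2, 209 without Tnfr2-/- mouse 1, 485 without WT mouse 1 and 1931 without WT mouse 2. Of the genes named below for this comparison, Rpl34 (adjusted p 0.00751), Rpl34-ps1 (0.0148) and Penk (0.0302) were called on mouse means. The calls of Tnfrsf9 (0.120), Zfp990 (0.124), Arhgdib (0.0829), Znf41-ps (0.0907), Plagl1 (0.0761), Car1 and Cyp2c55 (up to 0.457), Zfp984 (0.222), Dhrs3 (0.0923), Hspb7 (0.235), Ly6a (0.342) and Tgfb1 (0.378) were lost there, as was that of Tnfrsf1b. With the correlated block, Cyp2c55 (0.0517) and Tgfb1 (0.0751) lost their calls and the others were called.

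Among genes with the same sign at all 5 days, 528 were higher and 348 lower. The largest rise was that of Rpl34-ps1, a processed pseudogene (ENSMUSG00000068396, chromosome 6, 71124610 to 71124963), at 1588 ± 305 in Tnfr2-/- against 7.34 ± 23.2 in WT (SD, n = 10 each). It was listed at 0 in 9 of 10 WT libraries, and its log2 fold change was 9.99 (SE 0.557, limma adjusted p 3.32e-09). The largest fall was that of Rpl34 (ENSMUSG00000062006, chromosome 3, 130726831 to 130730398), at 108 ± 31.6 against 1181 ± 119, a log2 fold change of -3.49 (SE 0.147, adjusted p 1.12e-10). The pseudogene aligns to Rpl34 over 354 bases with 2 mismatches, and the length-weighted sum of both genes differed by a log2 of 0.073 between genotypes, so the values of either gene alone are uncertain. Tnfrsf9 (chromosome 4, 150914562 to 150946102) rose by 2.73 (SE 0.393, adjusted p 4.24e-04), from 10.1 ± 12.95 to 67.9 ± 60.6. Penk (chromosome 4, 4133531 to 4138819) rose by 2.57 (SE 0.314, adjusted p 8.43e-05), from 34.5 ± 38.8 to 135 ± 64.4. Zfp990 rose by 2.71 (adjusted p 5.27e-07) and Arhgdib by 2.62 (5.64e-06). Among the largest falls, Znf41-ps had a log2 fold change of -2.62 (adjusted p 2.47e-07) and Plagl1 of -2.53 (5.08e-06). Zfp990 and Znf41-ps belong to families of similar sequence and are uncertain for that reason.

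Car1 (ENSMUSG00000027556) and Cyp2c55 (ENSMUSG00000025002) were also among the 5 largest falls, at log2 fold changes of -3.02 (SE 0.749, adjusted p 0.0207) and -2.68 (SE 0.706, adjusted p 0.0276). Their WT means rested mostly on mouse 1. At 5 DPP, Car1 was 789.3 in WT mouse 1 and 130.1 in WT mouse 2, against 20.39 and 11.01 in the Tnfr2-/- mice. At 7 DPP it was 347.5 and 196.5 against 6.136 and 6.742. WT mouse 2 was below both Tnfr2-/- mice at 2 and 3 DPP, at 4.976 and 3.998. Without WT mouse 1 the fold changes were -1.27 and -1.04, and the highest adjusted p-values over all leave-outs were 0.348 and 0.370.

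Because targeted alleles can carry DNA of the strain in which they were made, genes near Tnfrsf1b were compared with the rest of the genome. Within 10 Mb (chromosome 4, 135213463 to 155246870), leaving out Tnfrsf1b itself, 23 of 184 tested genes (12.5%) were called, against 1004 of 13328 (7.53%) elsewhere, a ratio of 1.66 (Fisher's exact test, two-sided, p 0.0166). The called genes of lowest p were Znf41-ps, Zfp990, Zfp984 (log2 fold change -1.50, adjusted p 3.14e-05), Dhrs3 (1.97, 6.66e-05) and Hspb7 (1.40, 7.56e-05). Of 260 windows of 10 Mb across the genome, 1 stood out after adjustment, at 140 to 150 Mb of chromosome 4, with 18 of 84 genes called, Tnfrsf1b among them (adjusted p 0.0126). The next lowest adjusted p was 0.344.

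**Figure D2:**
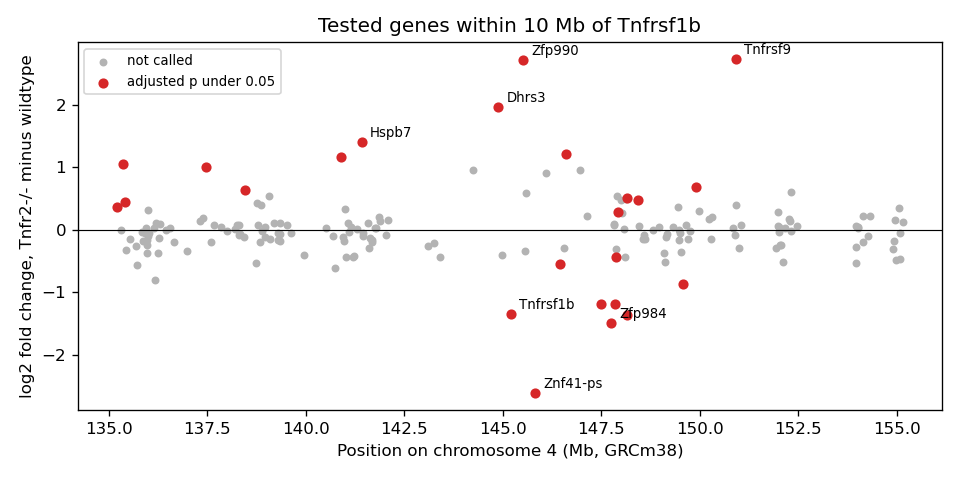
Log2 fold change of Tnfr2-/- over WT cultures (y axis) for genes within 10 Mb of Tnfrsf1b, by position on chromosome 4 in Mb (x axis), with called genes in red. Of the 184 genes other than Tnfrsf1b, 23 were called, in both directions.

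By day, 10 genes were called at 1 DPP, 12 at 2 DPP, 21 at 3 DPP, 220 at 5 DPP and 110 at 7 DPP. The numbers at an unadjusted p under 0.05 were 819, 1006, 1179, 2171 and 1879. At 1 DPP the count stayed between 9 and 15 over all leave-outs. At 2 DPP it moved by more than 1.5 times in 1 of 20, to 6 without WT mouse 1 of that day. The counts of the later days turned on single libraries. At 5 DPP the count was 42 without the library of WT mouse 1 and 467 without that of WT mouse 2, and it was 52 and 47 without those of Tnfr2-/- mouse 1 and mouse 2. At 7 DPP it was 9 without the Tnfr2-/- library of mouse 2 and 14 without that of mouse 1. It was 54 without WT mouse 1 of that day, 64 without either Tnfr2-/- library of 3 DPP, 70 without either of 5 DPP and 73 without WT mouse 1 at 1 DPP. At 3 DPP it was 5 without either WT library of that day, 7 and 8 without Tnfr2-/- mouse 1 and mouse 2, and 36 and 35 without WT mouse 1 and mouse 2 at 7 DPP. In the fit of the 10 groups, 870 genes were called between genotypes at the late days, 514 higher and 356 lower, and 162 at the early days, 104 higher and 58 lower. With the mouse as a correlated block these counts were 742 and 110. On the means of each mouse over the days of a phase, limma called none at the late days, with 1858 at an unadjusted p under 0.05, and 3 at the early days (Rpl34, Rpl34-ps1 and Gm5900), with 1114. The late count fell to 277 without WT mouse 1 at 5 DPP and rose to 1453 without WT mouse 2 at 5 DPP. It was 424 and 351 without Tnfr2-/- mouse 1 and mouse 2 at 5 DPP, and 391 and 339 without them at 7 DPP. The early count was lowest, at 79, without Tnfr2-/- mouse 2 at 3 DPP, and was 89 to 104 without any other Tnfr2-/- library of the early days, 100 without WT mouse 1 at 1 DPP and 98 without it at 2 DPP.

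**Figure D3:**
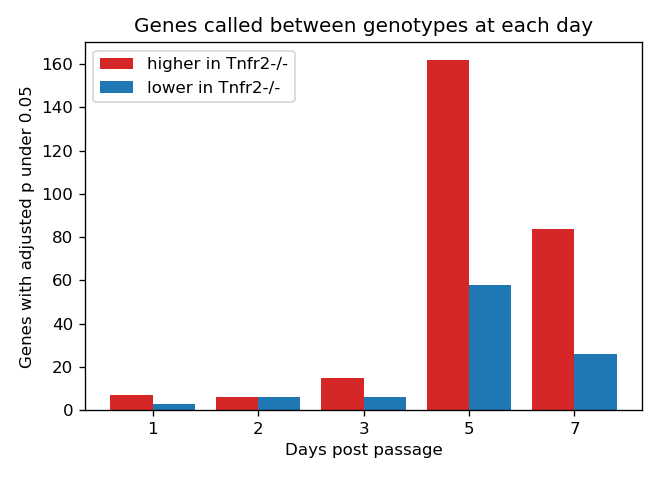
Genes called between genotypes at each day, with the number of genes on the y axis and days post-passage on the x axis, and bars for genes higher and lower in Tnfr2-/- cultures. The total was 10 at 1 DPP, 220 at 5 DPP and 110 at 7 DPP.

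The 12 genes the study followed by name, Tnfrsf1b among them, were examined in the same fits. The study also describes some of them, Ly6a among these, from these samples, so counts over the list are not fully independent evidence. Over all days 3 of the 12 were called over all genes, and 7 when adjusted over the list alone. At the late days these numbers were 4 and 7, at the early days 1 and 1, and for the interaction 0 and 2. Tnfrsf1b is 1 of the genes behind each of these numbers except the 0, and the early call is Tnfrsf1b itself (-1.72, adjusted p 1.17e-04). It was called in all 20 leave-outs and with the mouse as a correlated block, and was lost on mouse means (0.150). The late value of Tnfrsf1b was -0.79 (adjusted p 0.0325), a call lost in 5 of 20 leave-outs. None of the 12 was called late, early or for the interaction on mouse means. Ly6a (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031) was 3402 ± 578 in Tnfr2-/- and 2517 ± 439 in WT cultures (SD, n = 10 each), a log2 fold change of 0.44 (SE 0.106, limma adjusted p 0.0186). This call over all days was lost in 3 of 24 leave-outs, and the fold change was 0.324 without WT mouse 1. At the late days Ly6a was 3864 ± 448 against 2440 ± 684 (SD, n = 4 each), a log2 fold change of 0.70 (SE 0.157, limma adjusted p 0.0205). All 4 Tnfr2-/- libraries were above all 4 WT libraries. The per-day values were 0.07, 0.32, 0.39, 0.80 and 0.60. Without WT mouse 1 at 5 DPP the late value was 0.47 and no longer called, and over all single leave-outs the call was lost in 6 of 20, with adjusted p-values of up to 0.0721. On mouse means the late adjusted p of Ly6a was 0.260. The early value of 0.26 (adjusted p 0.420) and the interaction of 0.44 (adjusted p 0.428) were not called. A rise of Ly6a confined to the late phase was therefore not shown by the test of the difference.

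Tgfb1 was higher by 0.50 over all days (adjusted p 0.0332), a call lost in 13 of 24 leave-outs with adjusted p-values of up to 0.294. It was higher by 0.79 late (0.0316), a call lost in 7 of 20 leave-outs. Car2 was lower late, at -0.85 (adjusted p 0.0498), a call lost in 16 of 20 leave-outs. Muc2 (-2.54, adjusted p 0.201) and Reg4 (-3.38, adjusted p 0.110) were lower late but not called, and their WT values differed widely between mice. Muc2 at 5 DPP was 395.6 and 23.89 in the WT mice and 13.75 and 24.38 in the Tnfr2-/- mice. At 7 DPP it was 179.4 and 70.54 against 14.85 and 17.57. Reg4 was 158.6 and 22.23 in the WT mice at 5 DPP and 100.7 and 63.64 at 7 DPP. In the Tnfr2-/- mice it was 4.991 and 8.955, then 7.323 and 3.219. Both WT mice thus lay above both Tnfr2-/- mice for Reg4 on both late days, and for Muc2 at 7 DPP only. Without WT mouse 2, Muc2 over all days was called at -3.59, and without WT mouse 1 it was -0.18. Mki67 was -0.57 late (adjusted p 0.105) and Myc -0.24 (0.266), both below WT and neither called. Myc was 0.08 at 5 DPP and -0.57 at 7 DPP. Lgr5 (-0.33, adjusted p 0.639), Clu (0.57, 0.641), Ly6d (0.58, 0.147) and Tnfrsf1a (0.11, 0.893) were not called late either.

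**Figure D4:**
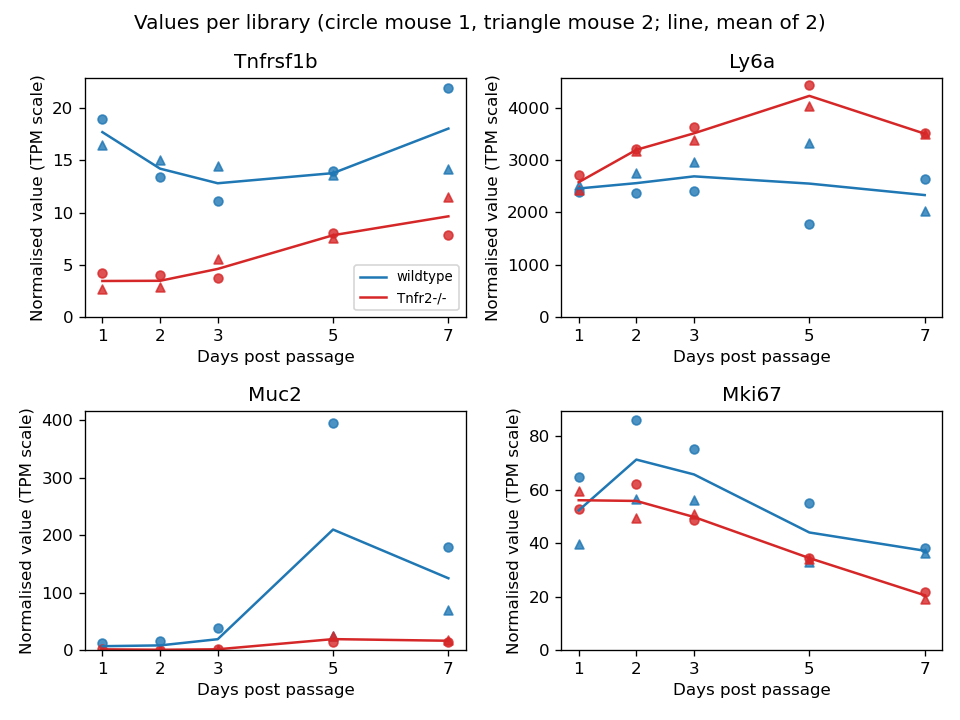
Normalised expression of Tnfrsf1b, Ly6a, Muc2 and Mki67 (y axes) by days post-passage (x axes), with a point for each library and a line through the mean of 2 mice for each genotype. Tnfrsf1b was below WT in Tnfr2-/- libraries at every day, and Muc2 at 5 DPP ranged from 23.89 to 395.6 between the WT mice.

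To describe the usual course of the cultures, late days were compared with early days within each genotype. In WT cultures 2720 genes were called, 1568 higher and 1152 lower late, and in Tnfr2-/- cultures 2754, with 1411 higher and 1343 lower. With the mouse as a block, which pairs each mouse with itself, the counts were 3370 and 3341. The WT count was 1512 without WT mouse 1 at 7 DPP and 1734 without it at 5 DPP. The Tnfr2-/- count was 1807 without Tnfr2-/- mouse 1 at 5 DPP and 1821 without it at 7 DPP. The largest rises in WT were Rps15a-ps7 (5.04, limma adjusted p 0.0238), Lypd8 (4.50, 9.60e-04), Muc2 (4.31, 0.0112), Mgam2-ps (4.08, 1.50e-04) and Tff3 (4.01, 0.0441). The pseudogene Rps15a-ps7 can share reads with its parent gene and is uncertain, and its call was lost in 3 of 20 leave-outs. That of Tff3 was lost in 16 and that of Muc2 in 2. The largest falls were Krt90 (-4.55, 2.80e-05), Cnfn (-3.28, 3.32e-04), Krt27 (-3.12, 1.15e-04), Aldh3a1 (-3.09, 8.54e-04) and Fam177a (-3.01, 0.00607). These directions held in both WT mice by the way the genes were picked. Of the followed genes, Lgr5 (1.99, adjusted p 0.00136), Reg4 (3.87, 0.0231), Ly6d (1.14, 0.00218) and Car2 (1.05, 0.00505) rose and Mki67 fell (-0.61, 0.0279) in WT. The call of Mki67 was lost in 6 of 20 leave-outs, with adjusted p-values of up to 0.114, and that of Reg4 in 4, with up to 0.108. Ly6a did not move past the threshold (-0.11, adjusted p 0.631). With the mouse as a block, Myc (-0.32, adjusted p 0.0301) and Clu (1.22, 3.05e-04) were also called. Of the 12, 6 were called over all genes in each genotype, and 7 in WT and 6 in Tnfr2-/- cultures when adjusted over the list alone. By the rule that the highest day mean exceed the next by more than 1 on the log2 scale, 408 genes were specific to a day in WT, 123 of them to 1 DPP and 142 to 7 DPP.

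Whether the genotype effect itself changed with time was tested as the interaction. It was called for 20 genes, 16 with a more positive effect late and 4 with a more negative one, with 1581 genes at an unadjusted p under 0.05. The largest positive values were those of Il11 (3.86, limma adjusted p 0.0474), Il6 (3.38, 0.0405) and Brinp3 (2.48, 0.0101). The largest negative values were those of Rpl18-ps2 (-2.69, 0.0494), Nup210 (-1.83, 0.0474) and Ccnd2 (-1.08, 0.0474). Removing single libraries moved the count by more than 1.5 times in 19 of 20 instances, from 3 without Tnfr2-/- mouse 2 at 7 DPP to 135 without WT mouse 2 at 5 DPP. It was 42 without WT mouse 1 at 3 DPP, and between 3 and 13 without each of the other 17 libraries concerned. Brinp3 was called in all 20 of these fits. With the mouse as a correlated block 47 genes were called, the 20 among them. On mouse means 1 gene was called, the processed pseudogene Gm13736, which can share reads with its parent gene and is not among the 20, with 1619 at an unadjusted p under 0.05. The 6 named genes had adjusted p-values there from 0.101 for Brinp3 to 0.184 for Il11 and Ccnd2.

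The cell-type and fetal lists were tested at the late days with camera. The fetal intestine list was higher in Tnfr2-/- cultures (adjusted p 2.75e-05), with a median log2 fold change of 0.198 and 187 of 293 genes higher. Lower were the lists of progenitor 1 (adjusted p 1.41e-04, median -0.232, 8 of 45 genes higher), deep secretory cells (0.00435, -0.694, 10 of 43), goblet cells (0.0167, -0.805, 2 of 16) and progenitor 2 (0.0203, -0.285, 12 of 47). Progenitor 3 (adjusted p 0.0635, median -0.429) and absorptive cells (0.133, -0.462) were not called. For enteroendocrine (adjusted p 0.865, median -0.183) and tuft cells (0.94, -0.046) the test direction was up while the median was negative. None of these calls held when the correlation between the genes of a list was estimated, with a lowest adjusted p of 0.593. Nor did any hold with fry, where the lowest was 0.138. Without WT mouse 1 at 5 and 7 DPP, the adjusted p was 0.617 for goblet cells, 0.297 for deep secretory cells and 0.869, in the other direction, for progenitor 2. It was 0.0218 for the fetal list and for progenitor 1.

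In WT, the lists of absorptive cells (adjusted p 2.97e-12, median 1.308), progenitor 2 (1.44e-11, 0.836), deep secretory cells (1.03e-10, 1.241), progenitor 3 (4.24e-07, 1.007) and goblet cells (1.17e-04, 1.376) rose from early to late. The progenitor 1 list fell (1.44e-11, median -0.625). The fetal list (adjusted p 0.0542, median -0.128), enteroendocrine cells (0.105, 0.451) and tuft cells (0.82, 0.28) were not called. With the mouse as a block, the fetal list was called lower and the enteroendocrine list higher, both at an adjusted p of 0.0294. With an estimated correlation none of the 9 lists was called, at a lowest adjusted p of 0.166, while all 6 called lists held with fry.

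Marker genes of other cell types were read in the same libraries. The 20 mesenchymal genes were read in every library, with lowest values from 5.24 for Acta2 to 410 for Col3a1. Col3a1 averaged 1490 ± 622 in WT and 1398 ± 425 in Tnfr2-/- cultures, and Dcn 476 ± 264 and 1396 ± 578 (SD, n = 10 each). Late, 19 of the 20 mesenchymal genes were higher in Tnfr2-/- cultures, with a median log2 fold change of 0.78, against 0.157 early. The late median was 0.404 without WT mouse 1 at 5 DPP and 0.46 without it at 7 DPP. Without both of these libraries it was 0.011 (mean 0.185), with 10 of 20 genes higher, and without both late libraries of WT mouse 2 it was 1.448. The size of the late difference thus rested largely on WT mouse 1. At 5 DPP the score of WT mouse 2 (7.625) was above that of Tnfr2-/- mouse 1 (7.091). At 7 DPP both Tnfr2-/- scores (8.337 and 8.614) were above that of WT mouse 2 (7.912). From early to late, 19 of the 20 genes rose within Tnfr2-/- cultures (median 0.612) and 9 within WT (median -0.166). Of 12 epithelial genes, 6 were higher in Tnfr2-/- than in WT cultures late, with a median of 0.004. The 2 immune genes tested had a median of 0.407 late, and the 1 endothelial gene tested was at 0.005. None of the 4 Y-linked genes reached the filter. With the mesenchymal score as a covariate, 680 genes were called between genotypes over all days and 360 at the late days, and none of the 9 lists was called late, with adjusted p-values from 0.162. Of the alternatives, this one moved the lists most, with the test direction changed for tuft cells, absorptive cells, progenitor 2 and progenitor 3 and the median of the fetal list at 0.055. Ly6a was then 0.57 (SE 0.182, adjusted p 0.133) at the late days.

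**Figure D5:**
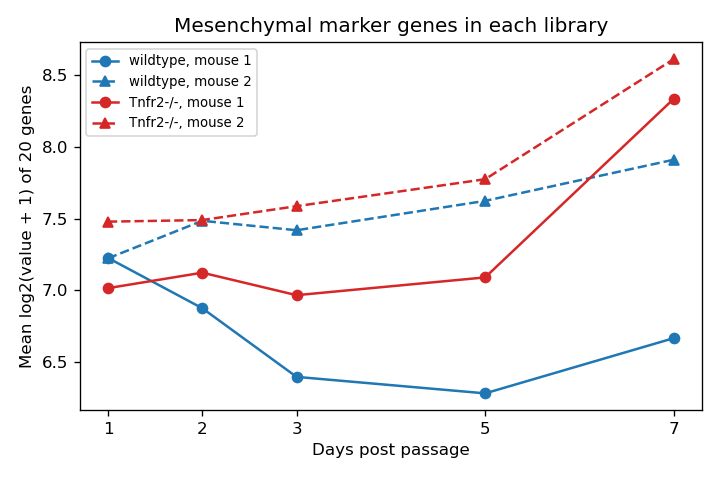
Mesenchymal score, the mean log2(value + 1) of 20 mesenchymal genes, on the y axis for each library by days post-passage on the x axis, with a line for each of the 4 mice. The score was 8.337 and 8.614 in the Tnfr2-/- libraries at 7 DPP, and 6.667 and 7.912 in the WT libraries.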

Values the study reported

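According to the study, each time point of the organoids was covered by 2 biological replicates. Genes associated with genotype were those with a corrected p value <0.05. For the fetal profile at 5 to 7 days post-passage, the study gave p < 0.0001 for enrichment in knockout colonoid cultures. Single-cell sequencing of the cultures at 7 days post-passage gave 6,155 cells in the study. Epithelial cells made up 4,172 of these (68%), and fibroblasts the rest. The study filtered out the mesenchymal cells and grouped the epithelial cells into clusters. For progenitor-like cells among these, it gave shares of about 90% in knockout and about 60% in wild-type cultures.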

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

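The test of genotype labels for the interaction and the test with the mesenchymal score were both set before their results were seen. The fits of the interaction with the score and on mouse means were added after the data were seen.

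The genotype effect differed between the late and early days for 20 genes, by the test of the interaction itself. The named ones were Il11 (3.86), Il6 (3.38), Brinp3 (2.48), Rpl18-ps2 (-2.69), Nup210 (-1.83) and Ccnd2 (-1.08). When genotype labels were regrouped within the late and within the early libraries, 2 of 100 groupings, the real one included, gave a count as large. The real grouping gave 16 genes in that fit, which has fewer terms, and the highest other gave 103. Chance is thereby excluded at the 0.05 level for single libraries, but a grouping that calls several times the real count points to a structure of the samples, and libraries of a mouse are not independent. On mouse means, 2 against 2, none of the 6 named genes was called, with adjusted p-values from 0.101 to 0.184.

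Il6 was 43.11 and 44.51 at 5 DPP and 30.44 and 24.39 at 7 DPP in the Tnfr2-/- libraries, against 0, 0, 3.954 and 0 in the WT libraries of those days. Il11 was 453.8 and 433 in Tnfr2-/- and 6.244 and 6.962 in WT at 5 DPP. At 7 DPP, WT mouse 1 reached 437.6 for Il11, above both Tnfr2-/- libraries, so that the difference rested on 5 DPP and on WT mouse 2. Brinp3 fell in WT, from 12.55 and 9.808 at 1 DPP to 0 and 0.5946 at 5 DPP and 1.637 and 1.075 at 7 DPP. In Tnfr2-/- libraries it was 12.6 and 16.96 at 1 DPP, 17.16 and 20.47 at 5 DPP, and 34.12 and 24.93 at 7 DPP. Rpl18-ps2 was listed at 0 in all Tnfr2-/- libraries from 3 DPP on and at most 4.513 elsewhere. It is a pseudogene near the floor, and its value can rest on how shared reads were divided, which was not tested for this gene. Calls of Il11, Il6, Rpl18-ps2, Nup210 and Ccnd2 were lost in 16, 15, 17, 16 and 16 of 20 single leave-outs. Their adjusted p-values lay between 0.0405 and 0.0494, close to the threshold, and reached 0.140 in the leave-outs.

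A larger mesenchymal share in late Tnfr2-/- cultures could produce such differences. With the mesenchymal score as a covariate, the median size of the interaction over the 20 genes went from 1.882 to 1.742, so that 92.6% was left, and all 20 genes had the same sign. This met the mark set beforehand against a mesenchymal share as the cause, but the test is weak. The covariate acts only through differences between the 2 mice of a group, and genes are called more readily where those are small. Little change was therefore likely from the way the 20 genes were picked, and a mesenchymal share stays open. Dcn, which is in the score, is 1 of the 20 and went from 1.811 to 1.509. With the covariate 12 genes were called, 8 of them among the 20. A change of state within the mesenchymal cells, as opposed to their number, would not be removed by the covariate and stays open, as does a difference between the mice of the genotypes. An effect of TNFR2 loss itself is named by the design and remains untested against these.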

How the results depend on the processing

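Added after the data were seen were the linear day term, the fits without merging of alternate loci, the correlated block and the mouse means for the late, early and interaction comparisons, the mouse block and mesenchymal covariate for the lists, the covariate for the late and interaction comparisons, the lists without both late libraries of a mouse, and the mesenchymal list without late libraries.

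Over all alternatives and named results, single genes were on the same side of the threshold with the same sign 2103 times, lost a call 269 times, gained one 27 times and changed sign 25 times. Counts stayed within 1.5 times 266 times and moved further 95 times. For lists the numbers were 429, 30, 23 and 22. Median-ratio factors, a robust prior, limma without trend, a minimum of 5 and no merging moved no count by over 1.5 times. No scaling moved the median of all genes by 0.1. Quantile normalisation moved the higher share of calls from 57.6% to 47.8% in the WT time course and from 51.2% to 44.4% in the Tnfr2-/- one. Unless a cause is given, the cause was not tested.

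For the genotype effect over all days, 1029 genes became 276 transcripts with values per transcript, where 38671 transcripts were tested, 331 genes without a day term, 543 with the mouse as a correlated block, 7 with mouse means, where 2 mice stand against 2, and 680 with the mesenchymal score. With values per transcript, calls numbered 26 at 1 DPP, 59 at 5 DPP, 20 at 7 DPP, 236 late, 55 early, 8 for the interaction, 1318 in the WT and 1288 in the Tnfr2-/- time course. By construction, more features were tested there and at lower values. The count rose at 1 DPP, from 10, and fell in the other comparisons named. Without a filter there were 41 calls at 1 DPP, 33 at 2 DPP and 55 for the interaction. A pseudocount of 0.1 gave 71 at 7 DPP and 10 for the interaction, and one of 0.5 gave 7 for the interaction. Quantile normalisation gave 35 for the interaction. With the mesenchymal score there were 360 late and 12 for the interaction, and with the mouse as a correlated block 47 for the interaction. Means per mouse over the days of a phase, 2 mice against 2, gave limma calls for 0 genes late, with 1858 at an unadjusted p under 0.05, for 3 early and for 1 in the interaction. On mouse means 13 named genes lost their call over all days, Tnfrsf1b, Ly6a, Tgfb1 and Car2 lost theirs late, Tnfrsf1b lost its early call, and all 6 named for the interaction lost theirs.

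The replicate numbers do not pair libraries of different genotypes, which come from different mice, and deviations of same-numbered libraries correlated at -0.052 to 0.077. The replicate block gave 1220 calls over all days, 49 at 3 DPP, 338 at 5 DPP, 296 at 7 DPP, 1238 late, 280 early and 96 for the interaction. Within a genotype the labels pair libraries of a mouse, and correlations over all genes between days of 0.1 to 0.307 show it in WT, while those of -0.051 to 0.08 do not in Tnfr2-/- cultures, where the mesenchymal list was nonetheless higher in mouse 2 on all 5 days. In these fits the replicate block by mouse gave 3370 calls in the WT and 3341 in the Tnfr2-/- time course and changed no call of a named gene or list other than those given above.

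Changes of sign concerned genes that were not called. With values per transcript Tnfrsf1a was -0.105 over all days, -0.067 late and -0.157 in the WT time course, Myc was 0.2148 over all days and 0.2072 late, and Ly6a was 0.1572 in the WT time course. With the mesenchymal score Myc was 0.023 and Car2 0.0906 over all days, and late Tnfrsf1a was -0.2214, Lgr5 0.0458 and Clu -0.5538. Quantile normalisation put Tnfrsf1b at -0.0065 in the WT time course.

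For the late lists, the adjusted p with an estimated correlation was 0.593 for the fetal, goblet, deep secretory and progenitor 1 lists and 0.764 for progenitor 2. With fry it was 0.138 for the first 4 and 0.309 for progenitor 2, and 0.844, in the other direction, for tuft cells. With the mesenchymal score it was 0.162 for the fetal list, 0.688 for goblet, 0.654 for deep secretory and 0.162 for progenitor 1. In the other direction it was 0.865 for tuft, 0.162 for absorptive, 0.631 for progenitor 2 and 0.162 for progenitor 3. On ranks it was 0.0473 for absorptive and 0.0259 for progenitor 3, now called, and 0.872 for enteroendocrine cells in the other direction. Without a filter it was 0.0256 for absorptive and 0.0243 for progenitor 3, now called, and in the other direction 0.0256 for enteroendocrine and 0.48 for tuft cells. In the WT time course an estimated correlation gave 0.166 for the goblet, deep secretory, absorptive, progenitor 1 and progenitor 2 lists and 0.22 for progenitor 3. For enteroendocrine cells fry gave 0.0217, no filter 0.00115 and the replicate block by mouse 0.0294, which was also the value of the fetal list.

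Leaving out libraries or mice moved the results more than any scaling. A lone library of a group is then assumed to vary like the other groups. The count over all days ranged from 146 to 1931, that at 2 DPP from 6 to 16, at 3 DPP from 5 to 36, at 5 DPP from 42 to 467, at 7 DPP from 9 to 151, late from 277 to 1453, early from 79 to 212, for the interaction from 3 to 135, and in the time courses from 1512 to 2890 in WT and from 1807 to 2897 in Tnfr2-/- cultures. Over all days Myc ranged from -0.1929 to 0.0082, Car2 from -0.5378 to 0.1308 and Clu from -0.2972 to 1.7244, and the ends of the last were those without WT mouse 1 and without WT mouse 2. Late, Tnfrsf1a ranged from -0.2243 to 0.435 and Clu from -0.0018 to 1.1497. In the WT time course Tnfrsf1b ranged from -0.0689 to 0.2264, Tnfrsf1a from -0.1704 to 0.489, Ly6a from -0.3338, where it was called, to 0.1138, and Tgfb1 from -0.2405 to 0.0592.

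Adjusted p-values of the late lists ranged from 9.43e-05 to 0.617 for goblet, 8.9e-05 to 0.297 for deep secretory, 0.167 to 0.943 for enteroendocrine, 0.552 to 0.963 for tuft, 4.56e-06 to 0.886 for absorptive, 3.12e-05 to 0.869 for progenitor 2 and 8.8e-06 to 0.972 for progenitor 3. In the WT time course they ranged from 2.77e-04 to 0.72 for the fetal list, 0.0313 to 0.497 for enteroendocrine and 0.55 to 0.975 for tuft cells. The 408 day-specific genes became 667 with a pseudocount of 0.1, 620 without replicate 1 and 739 without replicate 2. A mean of a single library per day is less stable, which can raise that count. Because the table gives no depth for single libraries, no limit from counting is given for genes at a few units.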

Other observations

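The fit of the genotype calls with the mesenchymal score was planned, but what it had to show was set after its result was seen. The tests of the summed Rpl34 genes, of the chromosome 3 segment, of the WT mice, of the window around Tnfrsf1b without that gene, and of Ly6a and the mesenchymal list without late libraries were chosen after the results were seen, as were the early list tests and the fits with the score at the late days. The other tests were set before their results were seen.

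By qPCR, a different assay on a separate cohort, the study describes the transcript of the targeted receptor as missing from knockout colonoids. In the sequenced libraries Tnfrsf1b was at 5.804 ± 2.84 in Tnfr2-/- cultures (n = 10), reduced and rising late. By flow cytometry, the study describes reduced TNFR2 on colonic epithelial cells of Tnfr2-/- mice. Its qPCR of colonoids gave higher Ly6a, lower Muc2, Car2 and Reg4, and unchanged Tnfrsf1a in knockout cultures. Late values in the sequenced libraries had the same directions, at 0.70, -2.54, -0.85 and -3.38. Of these, Ly6a and Car2 were called by limma, and not on mouse means. Tnfrsf1a was at 0.11 and not called. The same qPCR gave higher Mki67 and Myc in knockout cultures. In the sequenced libraries both were below WT at the late days, at -0.57 and -0.24, and neither was called by limma. For Myc this rested on 7 DPP, at -0.57, since it was 0.08 at 5 DPP, and with values per transcript the late value was 0.2072.

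DNA of another strain around the targeted locus may add to the calls on chromosome 4. The called share within 10 Mb was 1.66 times that elsewhere, under the 2 times set as the mark for this explanation and above the 1.2 times set against it, so strain DNA and an effect of genotype cannot be told apart for these genes. The window from 140 to 150 Mb goes further towards strain DNA. There 17 of 83 genes other than Tnfrsf1b were called (20.5%), 2.72 times the share elsewhere, and with Tnfrsf1b included it was the only 1 of 260 windows past adjustment. This window was not the test that was set, and effects of the targeted allele on its neighbours, which were not tested, could also cluster there, so it does not settle the question. Calls within 10 Mb can account for at most 23 of the 1029 genes. A sex difference between genotypes would show in Y-linked genes. The mean of 4 such genes was highest in WT mouse 2, at 0.568, and 0.314, 0.292 and 0.311 in the other mice, which argues against mice of different sex between the genotypes as the source. Xist was not analysed here.

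The opposite changes of Rpl34 and Rpl34-ps1 may come from reads assigned to a near-identical copy. The main Rpl34 transcript was listed at 0 in all 10 Tnfr2-/- libraries. The length-weighted sum of both genes differed by a log2 of 0.073 (SD over 5 days 0.201), as reads moving between the copies would give. The plain sum, not weighted by length, was 1188 in WT and 1696 in Tnfr2-/- cultures, so the balance depends on the weighting. What would have moved the reads is a separate question. The pseudogene differs from Rpl34 by 2 mismatches over 354 bases, and Gm5900, called in the fit on mouse means, differs from Lamtor3 by 2 over 375. Rpl34 and Lamtor3 both lie on chromosome 3, so a segment of another strain there is a candidate explanation. In the interval from 120726831 to 147928900, 13 of 118 genes (11%) were called against 7.57% elsewhere, a ratio of 1.46 (Fisher's exact p 0.161). This leaves the segment and its absence open, because a ratio in that range meets neither mark that was set.

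A different share of mesenchymal cells may contribute to the late difference of Ly6a. The median of the mesenchymal list was 1.12 times the Ly6a change, which met the mark set beforehand for this explanation, and the covariate lowered Ly6a from 0.70 (SE 0.157) to 0.57 (SE 0.182), leaving 81.4%. The call ended because the value fell and its error rose. Without the late libraries of WT mouse 1 the median of the mesenchymal list was 0.011 while Ly6a was 0.567. The share that could stand behind Ly6a thus rested largely on that mouse. This check was added after the result was seen, and it is what leaves the explanation open. A mesenchymal share and an effect of genotype cannot be told apart for Ly6a, because a single WT mouse decides the size of the first. The mean pairwise correlation of the 20 mesenchymal genes over libraries, taken around day and genotype means, was 0.723. In 1000 random lists matched on mean level the median was 0.017 and the highest 0.169. This met the mark set beforehand for 1 population that varied between cultures. Genes picked as markers of a cell type were likely to exceed random lists, so the test cannot tell 1 population from several. The study itself describes fibroblasts in such cultures. Of the 1029 genotype calls, 514 (50%) were also called with the mesenchymal score as a covariate, which does not separate the share of mesenchymal cells from genotype, since the score itself differed between genotypes.

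For the fetal list, 27.8% of the median difference was left with the mesenchymal score as a covariate, with a 95% bootstrap interval over genes of -12.8 to 53.3 (10000 resamples). None of its 293 genes is in the mesenchymal list. A mesenchymal share and a fetal-like state of the epithelium cannot be told apart for this list here, because the upper end of the interval passes 50. The list was also higher at the early days, with a median of 0.133 and a camera adjusted p of 0.00112 (estimated correlation 0.976), and the interaction of the list had a camera adjusted p of 0.0331 (0.747).

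WT mouse 1 and WT mouse 2 differed in the differentiation lists. The median difference of mouse 2 from mouse 1 was -0.841 for goblet cells, -0.622 for deep secretory cells and -1.003 for absorptive cells. It was -0.275 (SD over genes 0.492) for the epithelial markers and 0.763 for the mesenchymal list. A lower share of epithelial cells in mouse 2 could lower these lists. It would lower them about as far as the epithelial markers. The gap to those markers was -0.728 for absorptive cells (SD over 5 days 0.191) and -0.566 for goblet cells (0.548), both beyond the spread of the markers, the second only just beyond its SD over days, and both lists lay below the markers on all 5 days. This argues against a lower epithelial share as the whole cause for these lists, although each gap is smaller than the SD over the genes of its list (0.988 and 1.622). For deep secretory cells the gap was -0.346 (SD over days 0.376), inside the spread of the markers, while the gap of the means was -0.784. A lower epithelial share and a lower degree of differentiation cannot be told apart for that list, because median and mean fall on different sides of the spread. What else set the mice apart was not tested. Late calls of the secretory lists between genotypes rest on WT mouse 1, as described above. At 7 DPP the mean of the goblet list was 4.106 in WT mouse 2, against 3.589 and 3.501 in the Tnfr2-/- mice. For the deep secretory list it was 4.786 against 4.134 and 4.205. At 5 DPP WT mouse 2 was at 3.307 against 3.246 and 3.445 for the goblet list, and at 4.137 against 3.968 and 4.134 for the deep secretory list.

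Other groupings of the same libraries were fitted for each comparison. These treat libraries as independent, and the fits have fewer terms than those above, so that counts differ from them. For the genotype effect over all days, 1 of 100 groupings, the real one, gave a count as large (1029 genes, highest other 2). At the late days it was 1 of 35 (878, highest other 2), and at the early days 1 of 100 (196, highest other 4). For late against early it was 1 of 100 in WT (2299, highest other 2068) and 1 of 100 in Tnfr2-/- cultures (2614, highest other 880). Chance was excluded at the 0.05 level for these 5 comparisons. The highest other grouping of the time courses parted 1 and 2 DPP from the rest, which is a structure by day. For lists called at the late days, 15 of 35 groupings gave as many (5 real, highest other 8), and for lists called late against early in WT, 25 of 100 did (7 real, highest other 8), so that chance was not excluded for either count. Regrouping whole mice allows 3 splits, too few for a share under 0.05. The real one gave 1029 genes and the highest other 4 (value 1).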
